A study of Homo sapiens with 9 samples.

How the data were processed

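Individual-nucleotide resolution crosslinking and immunoprecipitation (iCLIP) of SF3B1 and U2AF2 was performed in K562 cells. The 9 samples were grouped by their titles into SF3B1 from unmutated cells (3 samples), SF3B1 from K700E heterozygous cells (2 samples) and U2AF2 from unmutated cells (4 samples). According to the labels, unmutated cells for U2AF2 and for SF3B1 came from different suppliers, and the unmutated and K700E lines for SF3B1 from 1 supplier.

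The data consisted of 1 list of binding sites in BED form, attached by the labels to the 3 unmutated SF3B1 samples. Per the file headers, the sites are merged, 5 nt wide, and reproducible by all replicates of either condition. The caller, aligner, read filters, handling of duplicate reads and genome build are not stated. The score column of the deposited list was 0 in every row, so the sites could not be ranked. A running number accompanied each site; 88584 different numbers occurred, up to 95923, neighbouring sites that shared a number lay at most 17 nt apart, and any sites that shared one at most 27 nt. It is called the region number here. A requirement for reproducibility can leave out sites in weakly expressed RNA, and merging limits how close sites can lie. The smallest distance between neighbours was 5 nt.

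Positions were converted to 1-based coordinates. The position of a site was its centre. Gene names, biotypes and gene spans were taken from a RefSeq gene table of assembly GRCh38.p14, which gives no strand and no exons. The build of the sites was checked by shifting all positions and counting the sites that remained in protein-coding genes. Sites inside more than 1 protein-coding gene (2146 sites) were left out of counts per gene, except for the fixed gene list, the snRNA genes and the gene sets without introns, where every gene containing a site was counted. Overlapping genes remain uncertain.

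The design fixed before the data were examined assumed an annotation of exons and introns, a genome sequence and an informative score. None of these was used here. The planned tests of position relative to splice sites, branch point matches, uridine content, U12-type introns, intron features and score were therefore not made. The counts in snRNA genes and in the fixed gene list were kept. The former used sites on either strand in place of the annotated strand. The latter used any site in the gene in place of a site near a 3′ splice site, and was matched on gene length in 10 classes only. The spacing, strand and gene-position results, and their alternatives, were chosen after the data were seen, so their p-values describe patterns already noticed in the same list. The upper bounds of both spans used for the longer spacing were raised by 1 nt after a first result was known, which left the direction and the call as they were. The named genes are taken from the 10 protein-coding genes with the most sites, 1 of which is not reported here. The rule set beforehand ranked genes by sites near 3′ splice sites and then by all sites, and only the second part could be applied.

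Pairs of sites were counted when both lay on one strand in the same protein-coding gene. The mode of the distances was taken after summing counts over 3 adjacent distances. Differences between 2 spans of equal width were summed per gene and tested by 100000 random sign flips over genes, two-sided. Genes were the unit because sites in a gene are not independent. The Benjamini-Hochberg adjustment covered 6 tests, 2 of which appear only among the additional observations. Ratios have 95% bootstrap intervals from 2000 resamples of genes, and the rank correlation from 500. Shares of sites have 95% Wilson intervals. These intervals cover counting error or variation between genes only. Random gene lists were drawn 10000 times.

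The procedures were tested on simulated data with 91801 sites placed evenly in the 7401 genes that have sites. In 20 simulations without an effect, 0 gave a p-value under 0.05 for the spacing of 25 to 45 nt, and 0 did for the gene ends. The simulations without an effect held no clustering of sites. They therefore cannot show how the spacing test responds to a decline of pairs with distance. In 5 simulations with 2000 added pairs and 10% of sites moved to the 3′ end, all 5 passed both tests. A mean of 2180 pairs above the simulations without an effect was recovered, since added and moved sites also pair with other sites. Gene assignment was checked by direct search for 500 sites, and all 500 were equal. Alternatives included merged sites, 1 site per region number, the 5′ end as the position, single strands and the omission of the genes with the most pairs. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.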

Results

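The series profiled where 2 splicing factors touch RNA in K562, an established human leukaemia cell line. The method was iCLIP, in which ultraviolet light crosslinks a protein to its RNA, the protein is immunoprecipitated, and sequencing marks the crosslinked nucleotides. SF3B1 is a protein of the U2 small nuclear ribonucleoprotein (snRNP), which recognises the branch point upstream of the 3′ splice site. U2AF2 binds the polypyrimidine tract next to it. The 9 libraries fell into 3 groups. SF3B1 was immunoprecipitated from 3 cultures with unmutated SF3B1 and from 2 cultures heterozygous for the K700E substitution, and U2AF2 was immunoprecipitated from 4 unmutated cultures. The stated purpose of the SF3B1 experiments was to map its binding sites across the transcriptome.

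One table was analysed, a merged list of SF3B1 binding sites that the labels attach to the 3 unmutated SF3B1 libraries. The other 6 libraries had no table here, so the comparisons of K700E with unmutated cells and of SF3B1 with U2AF2 were not analysed here. The list gave positions only. It held no value per replicate and no read number, so the depth of the libraries is unknown and no spread between replicates can be given. The intervals below describe the number of sites or the variation between genes, not the variation between cultures. The header of the list states that a site was kept when all replicates of either condition reproduced it, whereas the labels name only unmutated cells. The list is therefore described below without assigning single sites to a genotype.

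The list contained 96852 binding sites, all 5 nt wide, with 48676 on the plus strand and 48176 on the minus strand. They lay on 23 chromosomes, the autosomes and X. No site lay on Y or on the mitochondrial chromosome, and a count of 0 among all sites allows a share of up to 0.0031%. This limit treats sites as independent. It holds only for a chromosome that was present in the cells and not filtered out, which was not checked. Chromosome 1 carried the most sites, 12450, which was 12.9% of the list against 10.3% of protein-coding genes. Chromosome 19 carried 3.58% of the sites against 7.24% of protein-coding genes. Dividing all sites of a chromosome by its protein-coding genes with a site gave the lowest value on chromosome 19, 7.64 sites per gene, and the highest on chromosome 21, 19.8 sites per gene.

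Neither the list nor the labels named a genome build, so the positions were set against RefSeq gene spans of GRCh38. With the positions as listed, 93947 sites, or 97.0% (95% Wilson interval 96.9% to 97.1%), fell inside a protein-coding gene. After a shift of all positions by 10 kb this share was 81.7%, after 100 kb it was 59.8%, and after 1000 kb it was 49.7%. Shifts in the other direction gave 81.3%, 59.8% and 51.4%. Gene names below were assigned on this basis. The choice that moved the share most was counting genes of every biotype, which raised it to 99.5%. Of the 2905 sites outside protein-coding genes, 1712 lay in long non-coding RNA genes and 700 in transcribed pseudogenes. A total of 503 sites, 0.519% of the list, lay outside every gene span. Exons, introns and untranslated regions were not distinguished, because the gene table gives only the outer limits of each gene.

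Sites in a gene nearly always shared one strand. The gene table has no strand, so the strand with more sites was taken as that of the gene. In the 4508 protein-coding genes with at least 5 sites, 99.92% of 85493 sites lay on that strand (95% Wilson interval 99.90% to 99.94%). The 69 exceptions were spread over 38 genes. POM121, named because it had the most exceptions, had 8 of its 27 sites on the minority strand.

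Among 20050 protein-coding genes, 7401 (36.9%) contained at least 1 site that fell in no other protein-coding gene. Raising the minimum to 2 sites changed this count most, to 6342 genes. The genes with a site had a median of 7 sites, with quartiles of 3 and 15. A single site was found in 1059 genes, at least 10 sites in 2885 genes, and at least 100 sites in 36 genes. The 740 genes with the most sites held 41.6% of the sites assigned to 1 gene. The number of sites rose with the length of the gene. Spearman's rho across the genes with a site was 0.23 (95% bootstrap interval over genes 0.21 to 0.25), although genes are not independent replicates. No measure of transcript abundance was used here, so the number of sites in a gene is not corrected for its expression.

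The 10 protein-coding genes with the most sites included UBR4, NUP214, STXBP5, NBAS, PRKDC, IARS1, PICALM, HERC1 and VWDE. UBR4 had 279 sites on the minus strand of chromosome 1, between positions 19076715 and 19202036. NUP214 had 247 sites on the plus strand of chromosome 9, between positions 131127463 and 131233446. STXBP5 had 210 sites on the plus strand of chromosome 6, between positions 147204733 and 147389048. The other genes named here had from 139 sites in VWDE to 186 sites in NBAS. In each of the genes named here, all sites lay on 1 strand. Relative to the length of the gene, NUP214 had 2.26 sites per kb, IARS1 had 2.19 and UBR4 had 2.06, against 0.238 in NBAS. The length used is the outermost RefSeq span. In NBAS all sites lay within 372.64 kb, well short of that span, so parts without sites lower its value. Outside protein-coding genes, MALAT1, a long non-coding RNA gene on chromosome 11, had the most sites, 60. The same sites also fell in TALAM1, an antisense RNA gene annotated over it. Both were named after their values were seen, as was POM121.

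Sites were clustered. The median distance between neighbouring sites on one strand was 201 nt, with quartiles of 31 and 2447 nt, and 36.4% of neighbours were at most 60 nt apart. Linking neighbours at most 60 nt apart gave 61570 clusters with a mean of 1.57 sites. A single site made up 63.3% of the clusters, and the largest held 9 sites.

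The distances between sites of one gene had 3 features, each seen on both strands. The first was a high number of sites 5 to 12 nt apart, which made up 15.9% of the distances between neighbours in the whole list. Its most frequent distance within protein-coding genes was 5 nt, with 3468 pairs, and sites 5 nt apart touch. The division of 1 wide crosslinked region into adjacent sites could give this feature and was not tested for it. The second was a peak with its mode at 37 nt after summing over 3 adjacent distances, while the most frequent single distance was 36 nt. Within protein-coding genes, 20909 pairs of sites were 25 to 45 nt apart, against 5858 pairs in the equally wide span of 46 to 66 nt. The ratio was 3.57 (95% bootstrap interval over genes 3.44 to 3.70), and 4043 genes had more pairs in the nearer span while 271 had fewer. The difference was larger than chance variation between genes (two-sided sign-flip permutation test over 4612 genes, p = 1e-05, the smallest value the permutations can give; adjusted over 6 tests, 1e-05). All 23 chromosomes showed it, with modes from 33 to 40 nt and ratios from 2.53 on chromosome 22 to 4.47 on chromosome 8. Keeping 1 site per region number of the list moved the ratio most, to 3.41. A general decline of pairs with distance would also give more pairs in the nearer span, so this ratio alone does not show a peak. Pairs 31 to 41 nt apart outnumbered pairs 15 to 25 nt apart, with a ratio of 2.08, which such a decline would not give. That comparison was chosen after its result was seen.

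The third feature was a broad rise, with its mode at 163 nt after the same summing. Pairs 140 to 180 nt apart numbered 11798, against 6881 pairs 60 to 100 nt apart. The ratio was 1.71 (95% bootstrap interval 1.65 to 1.79), with more pairs at the longer distance in 1904 genes and fewer in 837. The two-sided sign-flip permutation test over 2996 genes gave p = 1e-05 and an adjusted value of 1e-05. The ratio was above 1 on all 23 chromosomes, from 1.21 to 2.13. The spans for both spacings were chosen after the distribution of distances was seen, and those of the longer spacing were widened by 1 nt after a first result.

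**Figure D1:**
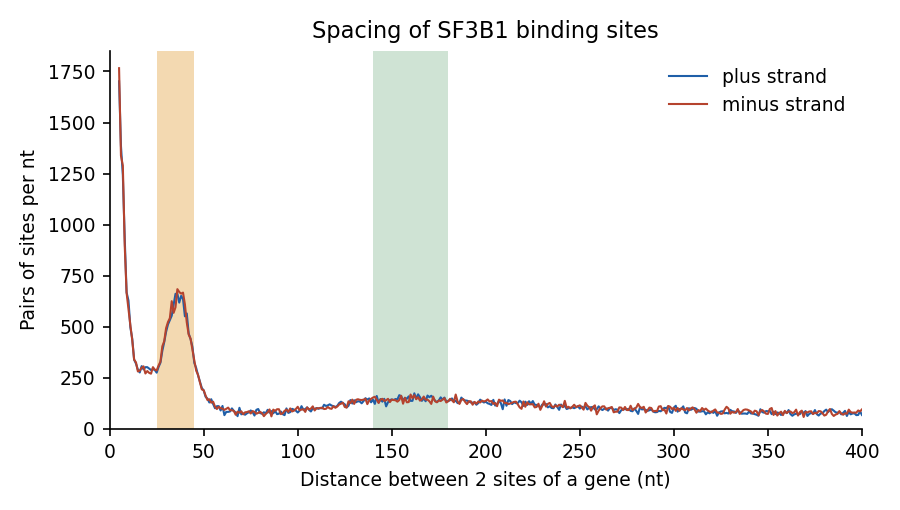
Number of pairs of SF3B1 binding sites in the same protein-coding gene (y axis, pairs per nt of distance) against the distance between their centres (x axis, nt), with one line for each strand. The shaded spans are 25 to 45 nt, which holds the peak with its smoothed mode at 37 nt, and 140 to 180 nt, which holds the smoothed mode of the broad rise, 163 nt; both lines follow the same course.

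The 2 members of a closely spaced pair were compared in the direction of transcription. Clusters were used when they split into exactly 2 elements, each linked at 12 nt or less, whose mean positions were 25 to 45 nt apart. There were 10142 such paired footprints in 4103 genes. The upstream elements held 13390 sites and the downstream elements 12789, a ratio of 1.05 (95% bootstrap interval 1.04 to 1.06). The upstream element held more sites in 1235 genes and fewer in 894 (two-sided sign-flip permutation test over genes, p = 1e-05, adjusted 1e-05). The difference was small, and it was present on the plus strand (1.04) and on the minus strand (1.05).

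Sites were unevenly placed along genes. In the 4508 genes with at least 5 sites, 11108 sites fell in the last 10% of the gene and 3808 in the first 10%. The ratio was 2.92 (95% bootstrap interval 2.62 to 3.24). The last 10% held more sites in 2195 genes and fewer in 735 (two-sided sign-flip permutation test over genes, p = 1e-05, adjusted 1e-05). Genes of at least 50 kb gave a ratio of 3.49 and shorter genes a ratio of 2.24. Averaged over genes, the share of sites rose from 2.52% in the first 5% of the gene to 7.19% in the stretch from 90% to 95%, and was 6.16% in the last 5%. The gene span is the outermost one in RefSeq, and a start or end used in K562 cells can lie inside it. Exon and intron positions were not used. An uneven layout of splice sites along genes can therefore not be told apart from a preference of binding for the 3′ end.

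**Figure D2:**
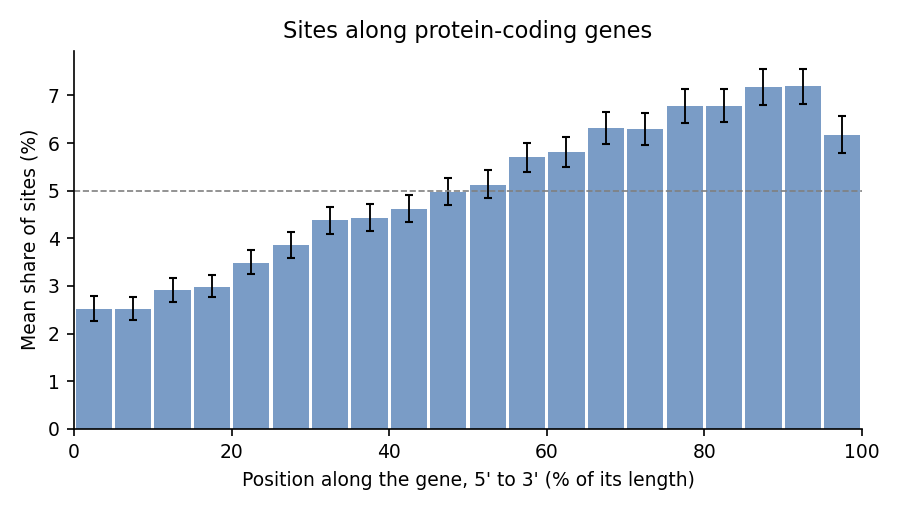
Mean share of a gene's binding sites (y axis, %) in 20 equal parts of its length from 5′ to 3′ (x axis, %), over 4508 protein-coding genes with at least 5 sites; error bars are 95% bootstrap intervals over genes and the dashed line is the 5% that an even spread would give. The share rises from 2.52% in the first part to 7.19% in the part that starts at 90%.

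SF3B1 is carried by the U2 snRNP, so sites in spliceosomal small nuclear RNA (snRNA) genes were counted. Genes and pseudogenes of these families held 42 sites, of which 34 also lay in a protein-coding gene. Without the pseudogene copies the number fell to 10. The U2 family held 16 sites, including 6 in the U2 gene RNU2-2 on chromosome 11, all on the minus strand between positions 62841641 and 62841757. U6 copies held 19 sites, none of them in a U6 gene that is not a pseudogene. The U4, U11, U12 and U6atac families held 0 sites, U1 had 2, U5 had 4 and U4atac had 1. Reads from these multicopy families can map to several copies, so their counts are uncertain. Sites on either strand were counted, because the gene table gives no strand. A site that also lies in a protein-coding gene may belong to the RNA of that gene, so these counts do not by themselves show contact with snRNA.

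A list of 16 genes that use other 3′ splice sites when SF3B1 is mutated, fixed before the data were examined, was checked for sites. At least 1 site was found in 13 of the 16 genes. Random lists of protein-coding genes with the same lengths had a median of 7 such genes (95% range 3 to 10), and 0.17% of 10000 lists had as many or more. With a minimum of 5 sites the number was 12, against a median of 4 in random lists. ENOSF1 had 87 sites, SLC3A2 33, BRD9 32 and MAP3K7 28, while ORAI2, HINT2 and ARMC9 had 0. The random lists were not matched on expression, and genes in which altered splicing has been detected are expressed genes.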

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

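Of 51 recalculations of 20 results, 48 kept their direction, their side of the threshold or, for values without a test, stayed within the set limits. The other 3 moved. The limits were not the same for every result, so these counts depend on them. A change from 7401 to 6342 genes with a site counted as kept. A change from 97.0% to 99.5% of sites in genes counted as moved. Counting genes of every biotype in place of protein-coding genes raised the share of sites in genes to 99.5%, since more genes were counted. Restricting the strand comparison to genes that overlap no other annotated gene raised the share on the majority strand to 99.99%, which is taken up among the other observations. Leaving out pseudogene copies reduced the sites in spliceosomal snRNA genes to 10, since fewer genes were counted. That last alternative was the only one fixed before the data were examined that could be run; the other alternatives were chosen after seeing the data.

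The ratio of pairs 25 to 45 nt apart to pairs 46 to 66 nt apart lay between 3.41 (1 site per region number) and 3.68 (without the 100 genes with the most such pairs) in its 5 alternatives. The ratio for 140 to 180 nt against 60 to 100 nt lay between 1.65 (1 site per region number) and 1.76 (plus strand only). Merging sites that touch gave 3.52 and 1.69. The ratio of the last to the first 10% of genes lay between 2.24 (genes under 50 kb) and 3.49 (genes of at least 50 kb). The upstream to downstream ratio of paired footprints lay between 1.04 and 1.05. The counts in the named genes stayed within 1.5 times under both recounts, and 9 of the 10 genes with the most sites remained among the 10 highest with merged sites and with 1 site per region number.

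Alternatives that rank sites by score were not run, because every score is 0. Those that need exons, introns or sequence were not run either. Replicates could not be left out in turn, since the list merges them. No paired analysis was possible because the list has no column per replicate. Without read numbers, a gene with 0 sites cannot be told from a gene whose RNA was too rare to yield a reproducible site.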

Other observations

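The tests of pairs 31 to 41 nt apart against pairs 15 to 25 nt apart and of runs of skipped numbers were chosen after their result was seen, and the comparison at 400 to 550 nt was added after that at 100 to 250 nt was known. The other tests were set down before they were run, but on patterns already noticed in the same list.

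The peak of distances near 37 nt was weighed against 2 technical explanations. The first is that one wide crosslinked region was divided into several sites. Pairs would then not grow more frequent with distance. There were 13217 pairs 31 to 41 nt apart against 6353 pairs 15 to 25 nt apart, a ratio of 2.08 (95% bootstrap interval over genes 2.01 to 2.15), with more pairs at the longer distance in 3165 genes and fewer in 728. The ratio was 2.04 on the plus strand, 2.12 on the minus strand and 1.98 with 1 site per region number. If tandem repeats in a few genes produced the peak, removing the 100 genes with the most such pairs would have lowered the ratio of 3.57 towards 1, and it was 3.68. These values argue against both explanations as the whole cause. Another candidate explanation that stays open is that SF3B1 crosslinks on both sides of a branch point, with a protected stretch between the contacts. It was not tested, since neither the sequence nor the positions of branch points were used. The merging and spacing rules of the site caller are also not known in full.

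The broad rise near 163 nt was also present without the 100 genes with the most such pairs (ratio 1.69), which argues against a few repetitive genes. A candidate explanation is a paired footprint at the end of an intron followed by a single site beyond the next exon. It predicts a direction: single sites, meaning the 61637 sites with no partner 25 to 45 nt away, should lie downstream of paired sites more often than upstream. At 100 to 250 nt there were 11934 such combinations downstream and 7536 upstream, a ratio of 1.58 (95% bootstrap interval over genes 1.51 to 1.67; two-sided sign-flip permutation test over 2310 genes, p = 1e-05, adjusted 1e-05). More lay downstream in 1431 genes and upstream in 752. A general rise of site density towards the 3′ end of genes would give a similar ratio at longer distances. At 400 to 550 nt the ratio was 0.859 (95% bootstrap interval 0.802 to 0.920; the same permutation test over 1619 genes, p = 1e-05, adjusted 1e-05), with more downstream in 674 genes and upstream in 866. The direction is thus opposite at the longer distance, which argues against that explanation. The values are consistent with an asymmetric arrangement over about one exon, but exon positions were not used, and other sources of a single downstream site stay open.

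Sites on the minority strand were rare, 0.0807% in genes with at least 5 sites. In the 1746 of these genes that overlap no other annotated gene, the share was 0.0068% (2 of 29366 sites), against 0.119% in genes that do overlap one. This is consistent with most minority sites belonging to a neighbouring gene on the other strand.

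Genes without introns were examined as a hypothesis about dependence on splicing. Of 18 single-copy genes recalled as intronless, 2 had a site, 1 site each. Random lists of the same lengths had a median of 3 genes with a site, and 48.6% of them had as few. Of 69 replication-dependent histone genes, 5 had a site, against a median of 7 in random lists (95% range 3 to 12). Dependence on splicing and the loss of reads shared between gene copies cannot be told apart here, since few genes this short have a site at all and expression was not matched. Dependence on splicing was at first judged excluded by the 48.6%. That judgement was changed to undecided after the value was seen, because 18 genes against a median of 3 could hardly have shown a deficit. That these genes lack introns was not checked against an annotation. MALAT1, chosen after its value was seen, had 60 sites, although its main transcript is known to be unspliced.

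NUP214 was second by number of sites and stood at the 99.97th percentile for its length. K562 cells carry extra copies of a segment from ABL1 to NUP214, which is a candidate explanation. It predicts high ranks for other genes of the segment. ABL1 had 25 sites, at the 78.4th percentile. EXOSC2 had 6, at the 54.4th percentile, but no position reported here places it between ABL1 and NUP214. Its value therefore cannot test the explanation. No other gene of the segment was examined. With only ABL1 left to compare among the genes examined, and no expression values, the effect of copy number remains undecided.

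The region numbers of the list skip 7339 of the values up to 95923, or 7.65%. The skipped numbers form 6056 runs, the longest of 8. Random removal gave 6736 to 6819 runs in 95% of 1000 permutations. Skipped numbers are thus more clumped in the order of the numbers than random removal would leave them. Whether that order follows the genome is not reported here. Which step skipped them is not stated, and no biological explanation was tested.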
